A study of Homo sapiens with 4 samples. Its data were reported in "Biphasic Regulation of Mesenchymal Genes Controls Fate Switches During Hematopoietic Differentiation of Human Pluripotent Stem Cells" (2020).

How the data were processed

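RNA sequencing libraries were made from total RNA with an Illumina TruSeq RNA kit. They came from BC1, a human induced pluripotent stem cell line, and from 3 populations sorted from it during hematopoietic differentiation: APLNR+ mesoderm cells at day 2, CD31+CD34+ hemogenic endothelial progenitors (HEPs) at day 5 and CD43+ hematopoietic progenitor cells (HPCs) at day 8. Each population had 1 library, so 4 libraries were analysed and no population had a replicate. The columns of the table were assigned to the populations by name.

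The authors deposited a table of gene-level FPKM values (fragments per kilobase of transcript and per 1000000 mapped fragments). The labels and the table do not state the aligner, the quantification program, its version or whether strand was used, and the study's methods name no aligner or quantification program. The unit was taken from the axis of the study's box plots and from the values themselves. The loci start from 0, as in Cufflinks output, but the program was not identified. The table held 58365 rows for 58274 gene identifiers. Of these identifiers, 90 were on more than 1 row, and their rows were summed, because a gene split over several loci keeps part of its fragments on each. The identifiers were compared with GENCODE release 29 for GRCh38. Any version of the identifier was found for 58011 of them (99.5%). Of these, 55647 had the same version, and nearly all of those had the same start and end, so positions are given on GRCh38, counted from 1. Every column of expression values was used.

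The depth of each library was read from the steps between low FPKM values. For genes with a single annotated transcript of at least 1000 bases, FPKM times the transcript length, less a constant, times the number of mapped fragments gives a whole number of fragments. Fitting both unknowns gave 19500000 mapped fragments for BC1, 21100000 for APLNR+, 23600000 for CD31+CD34+ and 21500000 for CD43+. With these depths, from 92.5% to 94.7% of the low values used fell within 0.1 of a whole number of at least 1 fragment. The length taken off was between 240 and 280 bases. For a transcript of 2000 bases, 1 FPKM then stands for 34.1 fragments in BC1 and 40.6 in CD31+CD34+, a counting error of 17.1% and 15.7%. Approximate fragments were computed for each gene from the median length of its protein-coding transcripts, and of all its transcripts where it had none. This length is too short for genes that mainly use a long transcript, which makes the intervals too wide and the lower bounds too low, and it is too long for genes that mainly use a short one. Transcripts less than 50 bases longer than the length taken off got no estimate. A fold change between 2 libraries was given with its exact Clopper-Pearson 95% interval from these fragments. A value of at most 3 fragments was treated as the floor, and a fold against it was computed from the floor as a lower bound. Intervals and floors cover counting error only, and not the variation between cultures or sorts. No model of counts was used, since the values are not counts.

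Values were analysed as log2(FPKM + 1), the scale of the study's box plots. A change on this scale understates the fold change of genes with low values. Genes with at least 1 FPKM in at least 1 of the 4 libraries were kept, which left 17137 genes, 13910 of them protein-coding. Since there were no replicates, no test of differences between populations was run and no p-value is given. The comparisons were the correlations across genes and the root mean squared log2 difference for the 6 pairs of libraries, and the number of genes that rose or fell by at least 2 at each of the 3 consecutive transitions. The median of the changes of the genes of each list was set against 10000 random lists of the same size, drawn from protein-coding genes within 20 bins of mean expression over the 4 libraries. A list is said to lie outside the random lists when its median is below their 2.5th or above their 97.5th percentile. This describes these libraries and is not a test across cultures. A mesenchymal gene was counted as biphasic when it rose by at least 1 from BC1 to APLNR+ or to CD31+CD34+ and fell by at least 1 from CD31+CD34+ to CD43+.

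The designs, the 22 gene lists, the rule for named genes and the main alternatives were fixed before the data were examined. The lists were written from general knowledge of marker genes. They were pluripotency, mesoderm, endothelial, hematopoietic, erythroid, megakaryocytic, myeloid, mesenchymal (163 genes of mesenchyme development), mesenchymal core (32 genes), epithelial (34 genes), EMT transcription factors, Wnt targets, TGF-beta and Nodal targets, endoderm, HOXA cluster, arterial, venous, reference and cell cycle genes, and 3 lists of genes that the study had picked: 6 mesenchymal genes, the 6 epithelial genes of its heat map and 7 candidate transcription factors, the last from screens for genes that changed. The study's own mesenchymal gene set was not used here. The lists share genes. The mesenchymal list holds 10 of the mesenchymal core genes, 6 of the mesoderm genes, 5 of the EMT transcription factors and every gene of the study's mesenchymal and candidate lists. Lists of the HOXB, HOXC and HOXD clusters were added after the data were seen. Named genes were the 4 sorting markers, the members of the study's lists and of the EMT transcription factors, 9 further genes fixed beforehand, the 5 largest rises and 5 largest falls at each transition among genes with at least 10 FPKM in the higher library, and the 3 largest rises and falls of each discussed list, of which some are not reported here. Other genes named in the closing section were chosen after their values were seen.

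Alternatives were a pseudocount of 0.1, rescaling each library to a total of 1000000, median-of-ratios size factors, no filter, a filter of 5 FPKM, thresholds of 1 (changed genes) and 2 (biphasic genes), the mean in place of the median, the mesenchymal core list or the mesenchymal list without semaphorin genes in place of the mesenchymal list, and the study's epithelial list in place of the epithelial list. Alternatives added after the data were seen were protein-coding genes only, genes with a transcript of at least 500 bases, random lists drawn from all genes, and values under 3 fragments set to 3 fragments. The measures were tested on simulated data. Of 200 genes changed by a known factor, 193 were recovered, and 1 of 16532 unchanged genes was called. The factor was larger than the threshold, the changed genes had a mean of at least 5 FPKM, and the only noise was counting error. These rates therefore do not cover smaller changes, lower genes or the variation between cultures and sorts. Random lists lay outside their 95% range in 4.67% of 300 comparisons. Known depths were recovered within 0.062%. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.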

Results

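Transcriptomes of 4 populations that follow each other during hematopoietic differentiation were compared: undifferentiated BC1 cells, APLNR+ mesoderm cells of day 2, CD31+CD34+ HEPs of day 5 and CD43+ HPCs of day 8. BC1 is a human induced pluripotent stem cell line. APLNR is the apelin receptor, CD31 and CD34 together mark endothelial cells from which blood cells arise, and CD43 marks the first hematopoietic cells. Each population was measured in 1 library, so none of the differences below has a replicate check. The depth recovered from the values ranged from 19500000 mapped fragments in BC1 to 23600000 in CD31+CD34+, a ratio of 1.21. The number of genes with at least 1 FPKM was 14335 in BC1, 13946 in APLNR+, 14128 in CD31+CD34+ and 13554 in CD43+. The total FPKM of a library varied by a factor of 1.09. Mitochondrial genes took between 5.80% and 8.16% of it.

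The genes of the sorting markers were examined first, since they check the labels. APLNR (chromosome 11, 57233577 to 57237314) was at 0.782 FPKM in BC1, 1073 FPKM in APLNR+, 209 FPKM in CD31+CD34+ and 25.05 FPKM in CD43+. Its rise at the first transition was 1372-fold, with a 95% interval from counting of 1004 to 1966. PECAM1, the gene of CD31 (chromosome 17, 64319415 to 64413776), went from 0.460 FPKM in APLNR+ to 93.1 FPKM in CD31+CD34+ and was at 126 FPKM in CD43+. CD34 (chromosome 1, 207880972 to 207911402) went from 0.645 FPKM in APLNR+ to 102 FPKM in CD31+CD34+ and was at 42.6 FPKM in CD43+. SPN, the gene of CD43, was at 1.06, 0.294, 11.7 and 92.4 FPKM in the 4 populations in order of differentiation. Each marker gene was thus far higher in the library sorted for it than in the library before it. PTPRC, the gene of the pan-hematopoietic marker CD45, had at most 0.0349 FPKM in the 4 libraries, which was not above the 3-fragment floor.

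The study described stepwise switches of cell fate from its principal component analysis, and pairwise distances between the libraries were used here to ask the same. Across 17137 genes, which are not independent replicates, the Pearson correlation was 0.889 between BC1 and APLNR+, 0.854 between APLNR+ and CD31+CD34+, and 0.881 between CD31+CD34+ and CD43+. The correlation of BC1 was 0.808 with CD31+CD34+ and 0.767 with CD43+, and that of APLNR+ with CD43+ was 0.784. The corresponding Spearman correlations of BC1 with APLNR+, CD31+CD34+ and CD43+ were 0.870, 0.781 and 0.733. They were 0.835 and 0.757 for APLNR+ with CD31+CD34+ and CD43+, and 0.870 for CD31+CD34+ with CD43+. The root mean squared log2 difference between consecutive populations was 0.99, 1.15 and 1.06. It was 1.30 between BC1 and CD31+CD34+, 1.42 between APLNR+ and CD43+ and 1.45 between BC1 and CD43+. Each population was therefore closest to a neighbour in the order of differentiation. Leaving out the filter moved the Pearson correlations most, to 0.901 for BC1 and CD43+, and lowered the root mean squared difference of this pair to 0.799, while a pseudocount of 0.1 raised it to 2.20.

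The number of genes that changed by at least 2 on the log2 scale differed between the transitions. From BC1 to APLNR+, 460 genes rose and 393 fell. From APLNR+ to CD31+CD34+, 699 rose and 539 fell. From CD31+CD34+ to CD43+, 391 rose and 741 fell, so that 34.5% of the changed genes rose, against 53.9% and 56.5% at the earlier transitions. The median change of all genes was 0.00, 0.01 and -0.08. In 100 simulated draws of 4 unchanged libraries at these depths, the highest number of changed genes at a transition was 4. The draws hold counting error only, and not the variation between cultures, sorts or library preparations. A threshold of 1 moved the counts most, to 1568 rising and 1597 falling genes at the first transition.

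Among genes with at least 10 FPKM in the higher library, the largest rises from BC1 to APLNR+ included CER1, which went from 2.496 to 2991 FPKM, APLNR, and GATA6, which went from 0.043 to 363 FPKM. The last was at least 6278-fold higher. ESRG, SOX2, AC064802.1, FOXD3-AS1 and LINC00678 fell most, from 253, 172, 103, 252 and 115 FPKM to 0.615, 0.766, 0.107, 2.47 and 0.975 FPKM. From APLNR+ to CD31+CD34+, the largest rises included PLVAP (6.499 to 1450 FPKM), FCN3 (0.254 to 192 FPKM), SOST (0.091 to 154 FPKM) and CDH5 (0.663 to 224 FPKM). The largest falls included CER1, from 2991 FPKM to 0.090 FPKM, MFAP4, from 511 to 0.264 FPKM, and GRP, from 286 FPKM to a value listed at 0. From CD31+CD34+ to CD43+, the embryonic and fetal globin genes HBE1 and HBG2 rose from 10.6 and 9.69 FPKM to 5271 and 5256 FPKM, PLEK rose from 0.294 to 430 FPKM, and HBA2 rose from 0.259 to 417 FPKM. HBG2 and HBA2 share nearly identical sequence with HBG1 and HBA1, so how their fragments were divided is uncertain. FCN3, SOST and RGS5 fell most among the longer genes, RGS5 from 393 to 3.58 FPKM. The same rule also selected AL645608.4, PDIA3P2, AC004890.1, AC015911.1 and MIR3648-1, whose annotated transcripts have 154, 158, 181, 156 and 180 bases. Each of them was listed at 0 in the other 3 libraries, and the fragments behind their values could not be estimated.

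Lists of stage-specific genes were then followed through the populations. The change of a list is given as the median of the log2 changes of its genes, which differs from the change of its median level. For the pluripotency list it was -1.91 from BC1 to APLNR+ and -1.04 from APLNR+ to CD31+CD34+, below all 10000 random lists in both cases, while the median level was 5.99, 5.24 and 1.44 in these populations. The change of the list from CD31+CD34+ to CD43+, -0.14, lay among the random lists. A pseudocount of 0.1 moved this list most, to -2.92 at the second transition. POU5F1 was at 1997 FPKM in BC1, 573 FPKM in APLNR+ and 1.87 FPKM in CD31+CD34+. SOX2 fell 224-fold (95% interval 161 to 317) from BC1 to APLNR+, where NANOG went from 23.6 to 0.957 FPKM. USP44 and UTF1, the other large falls of the list, went from 61.1 and 23.9 FPKM to 2.61 and 0.625 FPKM. At the second transition POU5F1, TDGF1 and L1TD1 fell most, the last 2 from 260 and 116 FPKM to 0.559 and 1.23 FPKM.

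The mesoderm list rose by 6.42 from BC1 to APLNR+, above all random lists, and all 15 genes that passed the filter rose by at least 1. It then fell by 3.95, and all 15 genes fell by at least 1. Its further change from CD31+CD34+ to CD43+ was -1.10. MESP1 was at 0.096, 96.8, 1.05 and 0.466 FPKM in the 4 populations. MIXL1 and EOMES reached 474 and 205 FPKM in APLNR+ and were at 0.982 and 0.280 FPKM in CD31+CD34+. TBXT, listed under its older symbol T, reached 12.2 FPKM in APLNR+ and was at or under the floor in CD31+CD34+ and CD43+. APLNR itself is a member of this list. The endoderm list, which shares CER1 and GSC with the mesoderm list, rose by 1.83 and then fell by 1.77.

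The endothelial list changed by 0.18 from BC1 to APLNR+, within the random lists, and rose by 4.25 from APLNR+ to CD31+CD34+, where 19 of 22 genes rose by at least 1. TIE1 and FLI1 rose from 1.17 and 2.95 FPKM to 226 and 316 FPKM. The list then fell by 2.52 in CD43+, where 17 genes fell by at least 1. SOX7 went from 1.16 to 84.5 and back to 0.917 FPKM over these populations, MMRN2 from 71.5 to 1.91 FPKM and NOS3 from 93.7 to 2.87 FPKM at the last step. PECAM1, EMCN and FLI1 were higher in CD43+ than in CD31+CD34+. The arterial and venous lists rose by 1.73 and 1.51 from APLNR+ to CD31+CD34+ and fell by 2.26 and 3.01 in CD43+.

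The hematopoietic list rose by 3.23 from APLNR+ to CD31+CD34+ and by 2.35 from CD31+CD34+ to CD43+, above all random lists at both transitions. RUNX1 was at 0.096, 4.15, 60.1 and 137 FPKM in the 4 populations. LAPTM5, TAL1 and GFI1B rose most at the second transition, to 180, 71.2 and 35.9 FPKM, and CORO1A fell from 9.85 to 3.36 FPKM. GATA1 was listed at 0 in BC1 and APLNR+ and was at 13.4 FPKM in CD31+CD34+ and 190 FPKM in CD43+. TYROBP, NFE2 and ITGA2B rose most at the last transition, to 161, 235 and 982 FPKM. From CD31+CD34+ to CD43+ the megakaryocytic list rose by 4.92, the erythroid list by 3.65 and the myeloid list by 1.67. Only 9 of the 14 myeloid genes passed the filter, against 12 of 12 megakaryocytic and 16 of 16 erythroid genes. The reference list changed by 0.05, -0.14 and 0.19 over the 3 transitions, within the random lists. Single genes of the 10 moved more. At the second transition 1 rose and 1 fell by at least 1, and at the last 2 rose. ACTB was at 2235, 1032 and 3021 FPKM in APLNR+, CD31+CD34+ and CD43+. The cell cycle list changed by 0.09 and -0.04 and then fell by 0.55, which was below the random lists, whereas the mean in place of the median gave -0.41, within them.

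**Figure D1:**
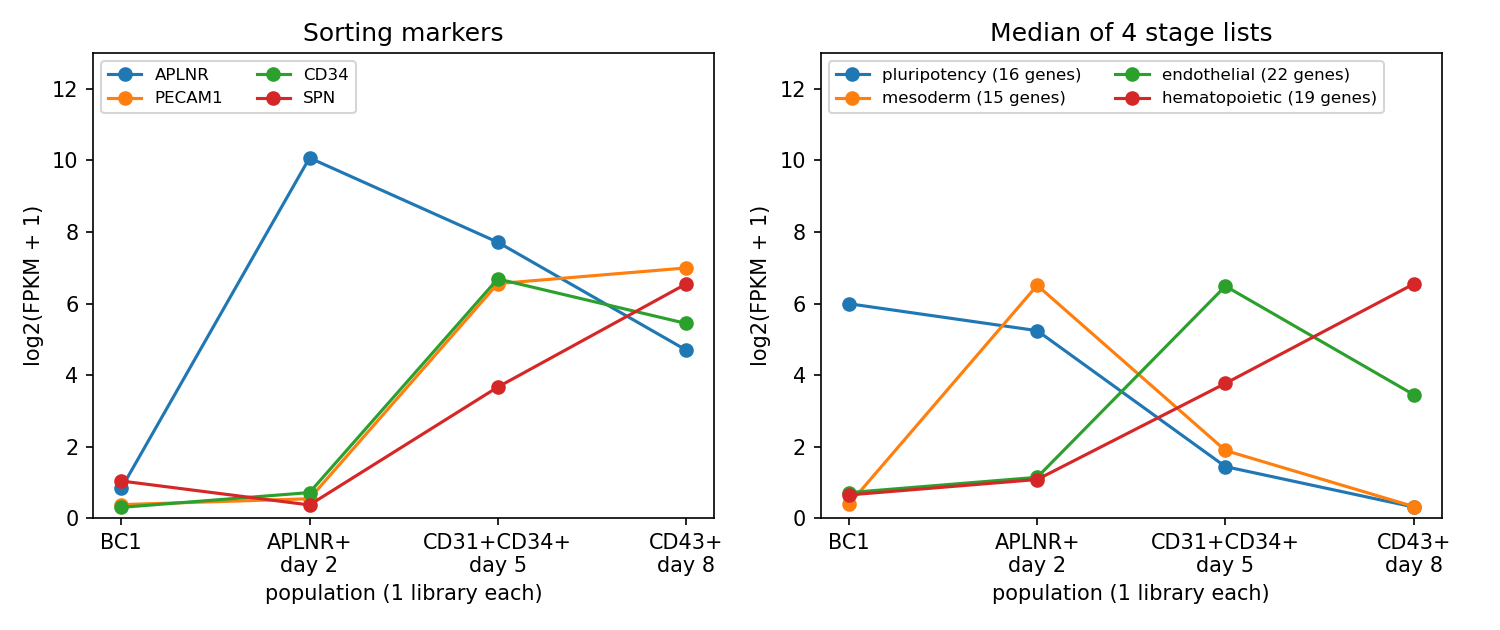
The left panel plots log2(FPKM + 1) of the 4 sorting marker genes and the right panel the median log2(FPKM + 1) of 4 stage lists, for BC1 and for the APLNR+ (day 2), CD31+CD34+ (day 5) and CD43+ (day 8) populations, with 1 library per point and no error bars. The list medians peak in turn, at 5.99 in BC1 for pluripotency, 6.51 in APLNR+ for mesoderm, 6.49 in CD31+CD34+ for endothelial and 6.54 in CD43+ for hematopoietic genes.

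Whether mesenchymal genes rise, stay high and fall again along this path was a question of the study. Of the 163 genes of the mesenchymal list, 143 passed the filter. Their median log2(FPKM + 1) was 2.25 in BC1, 3.94 in APLNR+, 3.65 in CD31+CD34+ and 2.23 in CD43+. The median change per gene was 0.56 from BC1 to APLNR+, above all random lists, with 57 genes rising and 10 falling by at least 1. From APLNR+ to CD31+CD34+ it was -0.14, at percentile 0.82 of the random lists, with 31 genes rising and 46 falling. From CD31+CD34+ to CD43+ it was -0.72, below all random lists, 95% of which had medians between -0.25 and -0.01, and 8 genes rose while 61 fell. The setting that moved this family most was the choice of list. With the mesenchymal core list the second change was 0.36, above the random lists, in place of -0.14. The changes before and after it were 1.72 and -2.27. Without the filter the second change of the mesenchymal list was -0.051, and with a filter of 5 FPKM it was -0.10, both within the random lists, whereas the mean in place of the median gave -0.44, below all of them. The 39 mesenchymal genes that were highest in CD31+CD34+ were fewer than the 58 that were highest in APLNR+. The mesenchymal core list went the other way, with 13 genes highest in CD31+CD34+ and 10 in APLNR+. So did the study's 6 mesenchymal genes, with 4 and 2.

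In the mesenchymal list, GATA6, HAND1 and EOMES rose most from BC1 to APLNR+, HAND1 from 0.309 to 357 FPKM and EOMES from 0.244 to 205 FPKM. SFRP1, SEMA6A and SEMA3A fell, from 159, 119 and 13.3 FPKM to 7.72, 11.98 and 0.874 FPKM. From APLNR+ to CD31+CD34+, S100A4, WNT11 and ACTA2 rose to 340, 46.6 and 48.3 FPKM, while EOMES, BMP2 and GSC fell most. From CD31+CD34+ to CD43+, LOXL2, BMPER and GATA4 fell most, from 123, 136 and 41.6 FPKM to 3.81, 4.61 and 0.935 FPKM. MEF2C rose to 159 FPKM, and IL1B rose from a value listed at 0 to 4.11 FPKM.

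The biphasic pattern was counted gene by gene, as a rise and a later fall. The count did not ask that a level be held from APLNR+ to CD31+CD34+. GATA6 was counted, although it was at 363 FPKM in APLNR+ and 57.8 FPKM in CD31+CD34+. Of the 143 genes, 42 (29.4%) rose by at least 1 in APLNR+ or CD31+CD34+ and fell by at least 1 in CD43+. The central 95% of random lists held between 5 and 17 such genes, with a median of 11. A threshold of 2 moved the count most, to 23. Among all 13910 protein-coding genes that passed the filter, 7.16% had the pattern. Of the 31 mesenchymal core genes that passed the filter, 20 had it, against 0 to 5 in the central 95% of random lists.

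**Figure D2:**
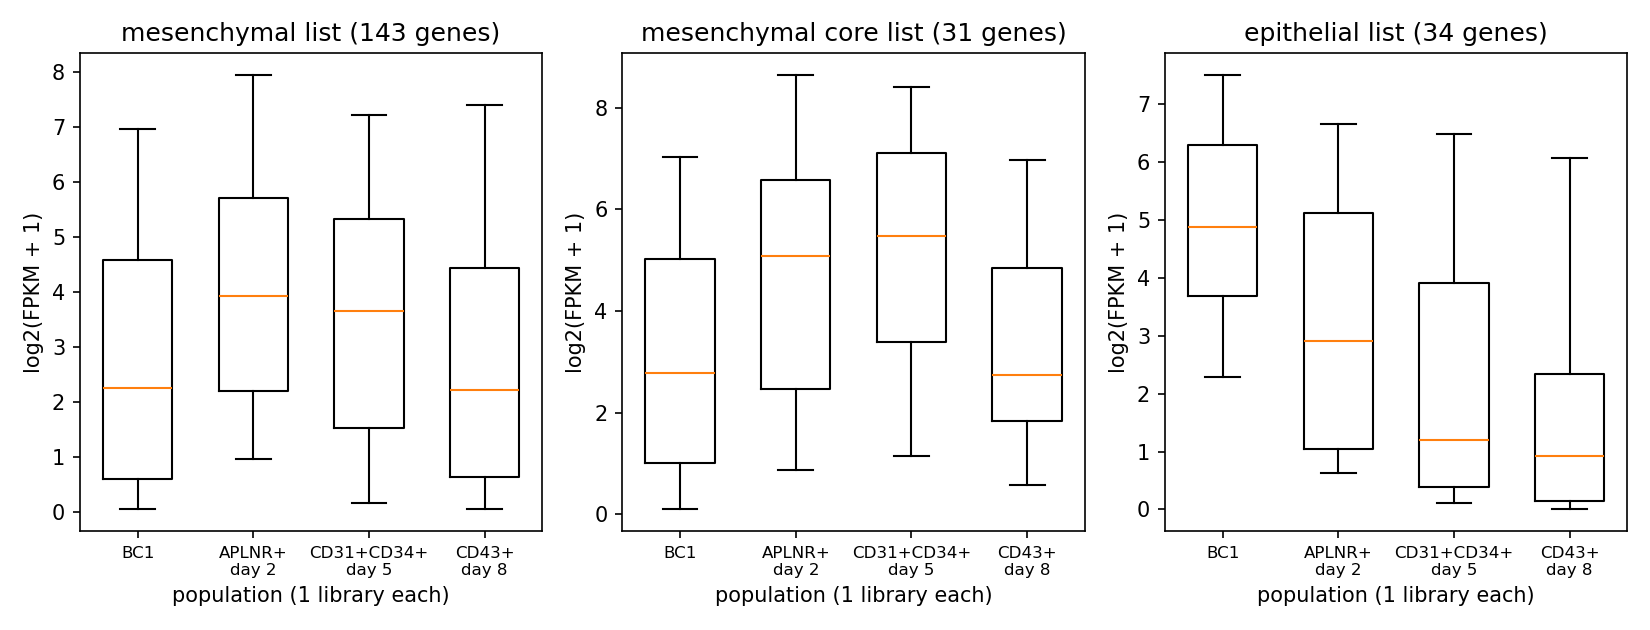
Box plots of log2(FPKM + 1) over the genes of the mesenchymal, mesenchymal core and epithelial lists in the 4 populations, with 1 library each. Boxes span the quartiles with the median as a line, and whiskers run from the 5th to the 95th percentile of genes, so the spread is between genes and not between replicates. The mesenchymal median goes from 2.25 to 3.94, 3.65 and 2.23, while the epithelial median goes from 4.88 to 2.91, 1.20 and 0.91.

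The study followed 6 mesenchymal genes singly, which it had picked itself. In the order of the populations, NRP1 was at 0.374, 21.1, 43.8 and 2.62 FPKM and FN1 at 23.6, 68.4, 90.6 and 5.73 FPKM. GATA4 was at 0.311, 122, 41.6 and 0.935 FPKM. NRP1 fell 16.7-fold (95% interval 13.9 to 20.1), FN1 15.8-fold (14.8 to 16.9) and GATA4 44.4-fold (28.6 to 74.9) from CD31+CD34+ to CD43+. BMP2 was not sustained. It rose from 0.912 to 287 FPKM and was back at 1.25 FPKM in CD31+CD34+. TBX20 was low throughout, at 0.032, 4.16, 4.50 and 2.36 FPKM, and fell 1.90-fold (1.45 to 2.51) at the last transition. FOXD1 did not exceed 1.38 FPKM in any of the 4 libraries. Its rise from BC1 to APLNR+ was 2.82-fold (1.54 to 5.43), and its last fall was 3.88-fold (2.23 to 7.46). The change of the list from APLNR+ to CD31+CD34+ was 0.15, within the random lists, and the first and last changes were 3.17 and -2.22, outside them. With a filter of 5 FPKM the second change was -0.56, within the random lists, and with the mean it was -1.14, below them.

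The EMT transcription factors are regulators that repress epithelial genes. SNAI1 and SNAI2 peaked in APLNR+, at 45.9 and 32.8 FPKM, and were at 15.95 and 13.97 FPKM in CD31+CD34+ and 2.64 and 2.04 FPKM in CD43+. ZEB1 peaked in CD31+CD34+ at 16.5 FPKM and was at 2.71 FPKM in CD43+. TWIST1 was at 14.99, 19.6 and 3.68 FPKM in the differentiated populations, so it fell 5.32-fold (4.33 to 6.57) at the last transition. ZEB2 rose throughout, from 8.92 FPKM in APLNR+ to 43.3 FPKM in CD31+CD34+ and 86.1 FPKM in CD43+. The last step was 1.99-fold (1.89 to 2.09). TWIST2 did not exceed 4.27 FPKM and was listed at 0 in CD43+. The list as a whole changed by 3.23, -0.40 and -2.18 over the 3 transitions, of which the second lay within the random lists. With a filter of 5 FPKM, which leaves out TWIST2 as a low gene, the second change was 0.36.

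The epithelial list fell by 1.95 from BC1 to APLNR+ and by 0.95 from APLNR+ to CD31+CD34+, below all random lists. Its change of -0.34 from CD31+CD34+ to CD43+ lay among the random lists, but with a pseudocount of 0.1 it was -0.99, which was below them. Of its 34 genes, 28 were highest in BC1. CDH1, which encodes E-cadherin, went from 70.9 to 5.14 and 0.178 FPKM, and its level of 0.090 FPKM in CD43+ could not be told from that in CD31+CD34+ (1.98-fold lower, 0.701 to 6.34). EPCAM went from 81.8 to 3.51, 2.01 and 1.44 FPKM, CLDN3 from 11.7 to 0.691, 0.170 and 0.187 FPKM and CRB3 from 12.7 to 0.622, 0.093 and 0.117 FPKM. OCLN reached its lowest value, 0.598 FPKM, in APLNR+ and was 2.30-fold higher (1.72 to 3.12) in CD31+CD34+. PKP3 was at 10.8 FPKM in BC1, 9.80 FPKM in APLNR+ and 0.587 FPKM in CD31+CD34+. The list of these 6 genes, which are those of the study's epithelial heat map, changed by -2.99, -0.58 and -0.10, and its last 2 changes lay within the random lists. With a pseudocount of 0.1 the second was -1.73, below them. MARVELD3 fell from 24.0 to 1.02 FPKM at the first transition, whereas KRT19, DSP and KRT8 rose, KRT19 from 79.8 to 228 FPKM. At the second transition PRSS8, LSR and AP1M2 fell most, from 61.0, 53.6 and 21.8 FPKM to 0.824, 4.08 and 1.22 FPKM, and CLDN7 and JUP rose, to 41.7 and 128 FPKM.

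**Figure D3:**
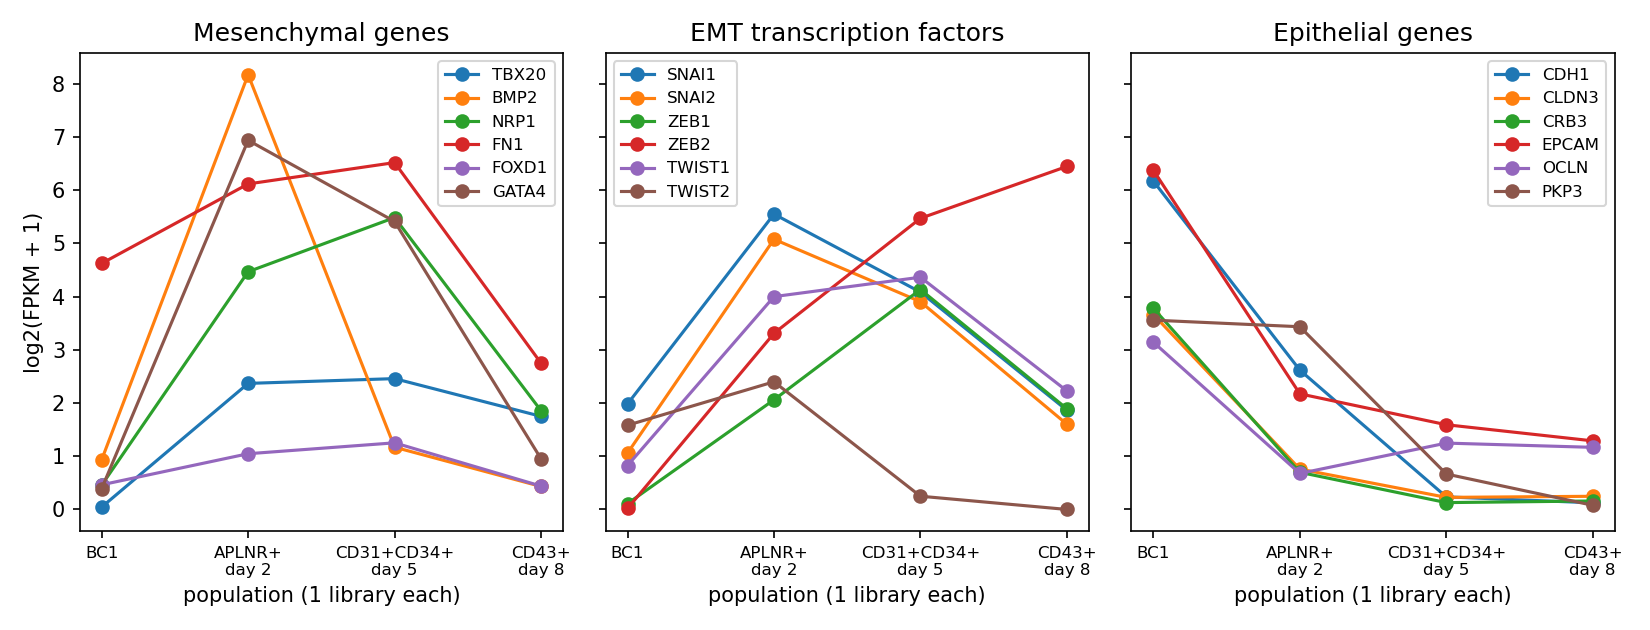
Lines join log2(FPKM + 1) of single genes in BC1, APLNR+ (day 2), CD31+CD34+ (day 5) and CD43+ (day 8), for 6 mesenchymal genes, 6 EMT transcription factors and 6 epithelial genes named by the study or used as EMT markers, with 1 library per point and no error bars. ZEB2 reaches 86.1 FPKM in CD43+, where the other 5 EMT transcription factors are at 3.68 FPKM or less.

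Wnt and TGF-beta signaling were the pathways that the study linked to the rise and the fall of mesenchymal genes. The Wnt target list rose by 2.55 from BC1 to APLNR+, above all random lists, with 12 of 19 genes rising and none falling by at least 1. SP5, LGR5 and NKD1 rose most, from 0.258, 0.106 and 1.38 FPKM to 55.6, 30.4 and 41.8 FPKM. NKD2, ZNRF3 and TNFRSF19 were lower by less than 1 on the log2 scale. AXIN2 went from 9.30 to 11.5 FPKM, a 1.23-fold difference whose interval from counting, 0.989 to 1.54, includes no change. The list fell by 1.24 from APLNR+ to CD31+CD34+, with FZD7 and LGR5 falling most, to 7.70 and 0.196 FPKM, and changed by -0.23 in CD43+, within the random lists.

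The list of TGF-beta and Nodal targets changed by -0.25 from BC1 to APLNR+, within the random lists, with 5 genes rising and 4 falling by at least 1. The mean in place of the median gave 0.33. GSC, BAMBI and ID2 rose, to 111, 145 and 65.6 FPKM. CTGF, LEFTY1 and NODAL fell, from 29.3, 17.9 and 5.76 FPKM to 7.40, 4.27 and 1.41 FPKM, and the fall of LEFTY1 was 4.2-fold (3.23 to 5.47). From APLNR+ to CD31+CD34+ the list changed by -0.61, at percentile 0.31 of the random lists, although ID1, COL1A1 and ID2 rose, to 636, 184 and 321 FPKM. GSC was then listed at 0, and PMEPA1 and TGIF1 fell to 9.20 and 23.4 FPKM. From CD31+CD34+ to CD43+ the list fell by 1.67, below all random lists. ID3, ID1 and TAGLN fell most, from 159, 636 and 74.7 FPKM to 3.30, 18.7 and 3.52 FPKM. LEFTY1 rose from 0.962 to 5.46 FPKM.

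The list of 7 transcription factors was put together here from factors that the study named in separate screens. It leaves out SNAI1, SNAI2 and ZEB2, which the study took on to functional analyses. The list rose by 6.48 and fell by 5.57 over the first transitions. Its change at the last was -0.49, within the random lists. With a pseudocount of 0.1 and with the mean this last change was -1.93 and -1.32, both below them. HAND1 was at 357 FPKM in APLNR+, 5.57 FPKM in CD31+CD34+ and 0.796 FPKM in CD43+. Its fall was 64.0-fold (95% interval 55.5 to 74.2) before the CD31+CD34+ stage and 7.0-fold (4.60 to 11.1) after it. MSX2 was at 31.2, 6.98 and 0.765 FPKM in the same populations. In CD31+CD34+, MESP1 was at 1.05 FPKM, EOMES at 0.280 FPKM and GSC was listed at 0. OVOL2 was highest in BC1, at 5.84 FPKM, and was at 1.26 FPKM in APLNR+.

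**Figure D4:**
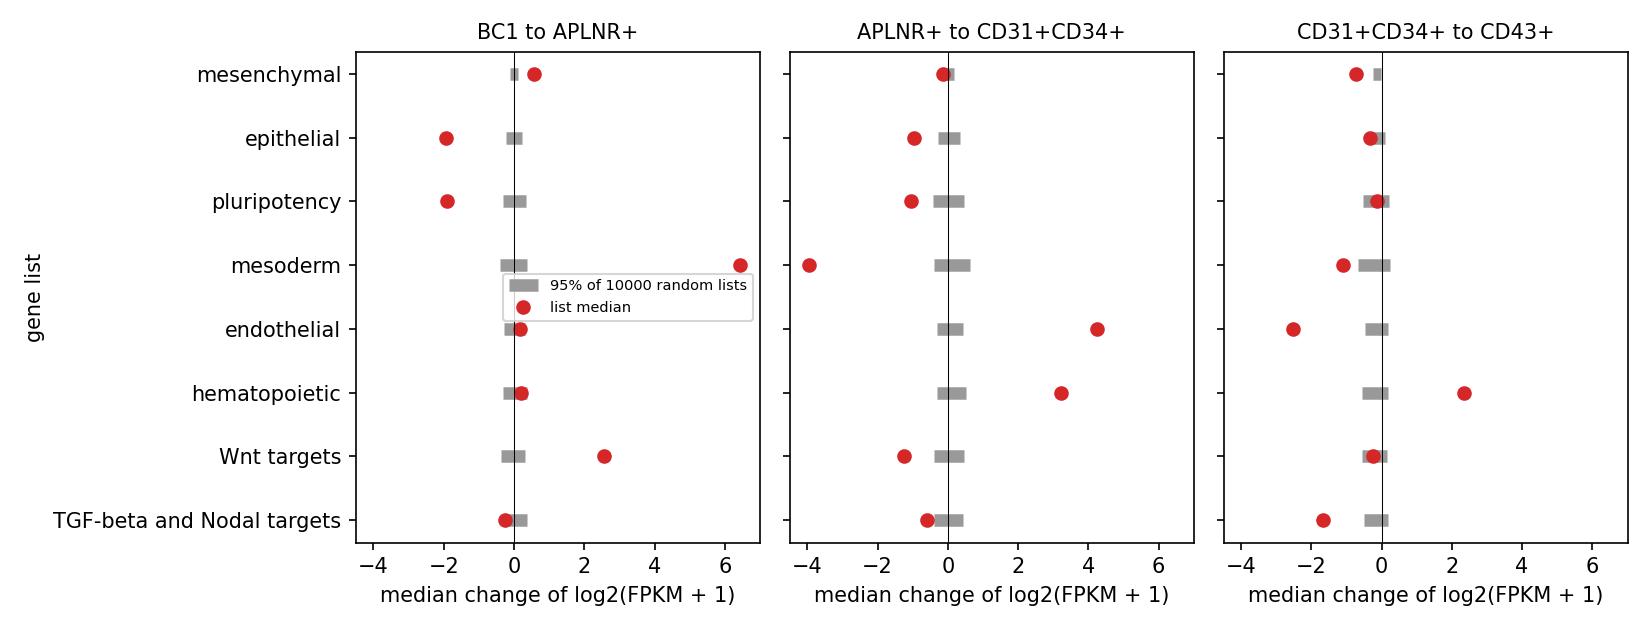
For each transition, red points give the median over genes of the change of log2(FPKM + 1) for 8 gene lists, and grey bars span the central 95% of 10000 random lists of the same size matched on mean expression. The mesenchymal list is at 0.56, -0.14 and -0.72, the first above and the others below their bars.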

Values the study reported

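The study took 183 mesenchymal genes from a mesenchyme development gene set and compared their levels between its populations, mainly in embryonic stem cells. It listed 26 transcription factors as raised more than 4-fold from pluripotency to mesoderm, of which 17 were also lowered by the Wnt inhibitor IWP2.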

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

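No paired analysis was possible because each population had 1 library, and for the same reason leaving out a library was not possible. TMM scaling was not run, since the table holds no counts.

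Of 201 recomputed changes of the 8 main lists, 191 kept their direction and their place inside or outside the random lists, 4 moved inside, 4 moved outside and 2 reversed. The mesenchymal change from APLNR+ to CD31+CD34+ was -0.051 without a filter and -0.10 with a filter of 5 FPKM, both within the random lists. It was 0.36 with the mesenchymal core list, above the random lists, and -0.44 with the mean, below them. At this transition the epithelial change was -0.58 with the study's epithelial list. With a pseudocount of 0.1, the endothelial and hematopoietic changes from BC1 to APLNR+ were 0.55 and 0.68, and the epithelial change from CD31+CD34+ to CD43+ was -0.99, all outside the random lists. The TGF-beta and Nodal list changed from BC1 to APLNR+ by -0.32 with a filter of 5 FPKM, outside the random lists, and by 0.33 with the mean. Its mean change from APLNR+ to CD31+CD34+ was -0.22, within them. The changes from BC1 to APLNR+ of the mesenchymal, mesoderm and Wnt lists, and those from CD31+CD34+ to CD43+ of the mesenchymal, endothelial and hematopoietic lists, kept direction and place under all alternatives run. The last mesenchymal change ranged from -2.27 to -0.52.

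Of 336 recomputed changes of the other lists, 6 moved inside the random lists, 9 moved outside and 5 were labelled reversed. Among these 5, the mean gave 0.32 for erythroid genes from BC1 to APLNR+, whose median was 0 and so had no direction to reverse. From APLNR+ to CD31+CD34+ it gave 0.043 for cell cycle genes and, below the random lists, -1.14 for the study's mesenchymal genes. With a filter of 5 FPKM, the changes at the latter transition were -0.56 for the study's mesenchymal genes and 0.36 for the EMT transcription factors. The last cell cycle change was -0.41 with the mean, within the random lists, and so was the mean change of the mesenchymal core list from APLNR+ to CD31+CD34+, 0.41. The last HOXB change was within them with a pseudocount of 0.1 (-1.093), rescaled to a total of 1000000 (-1.089), with a filter of 5 FPKM (-1.136) and with the mean (-0.84). Outside the random lists lay, with a pseudocount of 0.1, the study's epithelial genes from APLNR+ to CD31+CD34+ (-1.73), the study's candidate factors from CD31+CD34+ to CD43+ (-1.93; -1.32 with the mean), erythroid genes from APLNR+ to CD31+CD34+ (1.063; 0.85 with a filter of 5 FPKM and 0.86 with the mean) and myeloid genes from BC1 to APLNR+ (1.013; 0.17 without a filter). The mean change of endoderm genes from CD31+CD34+ to CD43+, -0.92, also lay outside them. A filter of 5 FPKM uses fewer genes, and for the remaining list results the cause was not tested.

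Of 90 correlations and distances, 59 moved by less than the limits set for them. Without a filter, the Pearson correlations of BC1 with APLNR+, CD31+CD34+ and CD43+ were 0.954, 0.922 and 0.901, those of APLNR+ with CD31+CD34+ and CD43+ were 0.940 and 0.907, and that of CD31+CD34+ with CD43+ was 0.949. In the same order of pairs, the root mean squared differences were 0.551, 0.716, 0.799, 0.634, 0.779 and 0.583. The Spearman correlations were 0.872 for BC1 with CD31+CD34+, 0.857 for BC1 with CD43+ and 0.860 for APLNR+ with CD43+. With a filter of 5 FPKM the Pearson correlations were 0.838, 0.703, 0.651, 0.771, 0.669 and 0.821, and the Spearman correlations after the first pair were 0.684, 0.640, 0.760, 0.664 and 0.807. With a pseudocount of 0.1 the Pearson correlations were 0.745 for BC1 with CD31+CD34+, 0.690 for BC1 with CD43+ and 0.720 for APLNR+ with CD43+, and the root mean squared differences of BC1 with APLNR+ and CD43+ were 1.51 and 2.20. The filter sets how many genes near 0 enter, and the cause of the other shifts was not tested.

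Of 48 recomputed numbers of changed genes, 36 stayed within a factor of 1.5. With a pseudocount of 0.1 the numbers rising and falling were 1012 and 1098, then 1453 and 1345, then 807 and 1695. With a threshold of 1 they were 1568 and 1597, then 2229 and 1957, then 1307 and 2321. A lower threshold and a smaller pseudocount admit more genes by construction. Rescaling to a total of 1000000 shifted the median of all genes from CD31+CD34+ to CD43+ by -0.11. The number of biphasic mesenchymal genes was 23 with a threshold of 2, which is stricter by construction, and between 40 and 53 under the other alternatives. Of 816 recomputed changes of single genes, 772 stayed below 1 in size or kept direction and a size of at least 1, 2 moved below it and 42 above it. Depth limits the genes near 0. Their values of at most 3 fragments are printed as listed, and only folds against such values are given as lower bounds.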

Other observations

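The tests of carried-over cells, of abundant transcripts and of short transcripts were chosen only after the results they address had been seen.

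The study described TWIST1 and ZEB2 as staying high in HPCs. In these libraries ZEB2 was at 86.1 FPKM in CD43+, 1.99-fold above CD31+CD34+ (95% interval from counting 1.89 to 2.09). TWIST1 was at 3.68 FPKM, 5.32-fold lower than in CD31+CD34+ (4.33 to 6.57) and 4.77-fold above BC1 (3.02 to 8.14). Each value comes from 1 library, and no explanation was tested.

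Some pluripotency genes were still measured in CD43+. DPPA4, DNMT3B, LIN28A and SALL4, chosen after their values were seen, were at 22.5, 78.7, 92.9 and 18.9 FPKM there, from 7.79% to 35.0% of their BC1 levels. Undifferentiated cells carried over into the CD43+ sort would bring all their abundant transcripts at a single percentage. The test used 7 genes picked without regard to CD43+: POU5F1, NANOG and SOX2, fixed beforehand, and the 5 largest falls from BC1 to APLNR+, among them SOX2. With CD43+ values raised to the 3-fragment floor, their highest percentage was 1.002%, for NANOG, and their median 0.237%. POU5F1 was at 0.0118%. This argues against undifferentiated cells as the source for those 4 genes. USP44 and ZFP42, at 3.63% and 1.40%, were not part of the pattern tested. Cells that had lost POU5F1 and SOX2 without becoming hematopoietic, or continued transcription in hematopoietic cells, may explain the values, and neither was tested.

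Hematopoietic genes were already measured in CD31+CD34+. Over 16 genes with at least 10 FPKM in CD43+, they were at a median of 19.2% of their CD43+ level (5.04% to 87.8%). CD43+ cells carried over into that sort would bring globin and platelet transcripts at the same percentage. The 12 erythroid and megakaryocytic genes with at least 100 FPKM in CD43+ had a median of 1.10%, between 0.0622% and 10.4%. The lowest, HBA2, rested on 1.43 fragments in CD31+CD34+ and was not raised to the floor. ITGA2B and NFE2, at 6.20% and 5.37%, belong to the hematopoietic list too but were counted only among these 12. The median argues against a share of such cells large enough for the hematopoietic list. The ranges of both lists overlap. A subset of CD43+ cells with few globin transcripts could still contribute, and so may early transcription in endothelial cells. Neither was tested.

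The fall of the mesenchymal list from CD31+CD34+ to CD43+ was set against technical explanations. If abundant transcripts took a larger share of the CD43+ library, median-of-ratios scaling should remove the fall. The change was -0.63 after that scaling, against -0.72 before it, with random lists between -0.18 and 0.06. The size factors of CD31+CD34+ and CD43+ were 1.04 and 0.966, so the scaling moved the change little. It moves the random lists along with the list, so only the size of the change bears on this explanation. If any gene that had risen from BC1 to CD31+CD34+ fell afterwards, lists matched on that change and on mean expression would fall as far. Their medians lay between -0.40 and -0.09, against -0.72, and the list was at percentile 0 among them. Such lists held between 18 and 32 biphasic genes, against 42. The biphasic rule also accepts a rise to APLNR+ alone, on which these lists were not matched. The counts therefore cannot decide whether genes that rose only to APLNR+ commonly fall afterwards. Counting noise gave at most 0 biphasic genes in 100 draws of unchanged libraries. A difference between the cell populations may underlie the fall, as a hypothesis found and tested on the same libraries, and differences between the sorts or library preparations stay open with 1 library each.

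No gene of the HOXA list reached 1 FPKM in any of the 4 libraries, and the highest value was 0.432 FPKM, for HOXA3 in APLNR+. The HOXC and HOXD lists, added after the data were seen, also had no gene at 1 FPKM, with highest values of 0.190 FPKM for HOXC10 and 0.774 FPKM for HOXD1. The HOXB list, added at the same time, changed by 1.76 and 2.15 over the first transitions, above the random lists, and by -0.92 at the last, at percentile 2.24 and within the random lists under 4 of 8 alternatives, and HOXB3 reached 169.8 FPKM in CD31+CD34+. A high GC content could hide HOXA transcripts. Of 6682 protein-coding genes with a GC content of at least 54.1%, the HOXA median, 63.0% reached 1 FPKM in CD31+CD34+, against 61.4% of 13124 others, which argues against that. No biological explanation was tested.

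Short transcripts stood among the largest changes. Of 23 genes with a longest transcript under 200 bases and at least 10 FPKM in a library, 87.0% were listed at 0 in another library. The share was 1.67% of 9281 genes at that level with a longest transcript of at least 500 bases. Genes between these lengths were not compared. Listings at 0 were thus far commoner among the short transcripts. Few fragments on transcripts shorter than a fragment may produce such changes. The comparison cannot decide this, because the fragments of these genes could not be estimated. No biological explanation was tested.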
